A study of Mus musculus with 6 samples. Its data were reported in "BAHD1 haploinsufficiency results in anxiety-like phenotypes in male mice" (2020).

How the data were processed

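RNA-seq measured polyadenylated transcripts in the whole brain of 6 mouse embryos of the C57BL/6 strain at stage E16.5. BAHD1 is a scaffold protein of chromatin-repressive complexes. Bahd1-KO embryos carried no functional copy of its gene and Bahd1-WT embryos were wild type, with 3 embryos of each genotype. Groups and replicate numbers came from the titles given to the samples.

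The deposited table held raw read counts per gene, 1 column per embryo. According to the study's methods, the authors purified polyadenylated RNA from total RNA, built stranded TruSeq libraries and sequenced them as single-end reads in repeated technical runs, which the counts of this table hold as 1 column per embryo. The authors trimmed the reads, aligned them to the GRCm38 assembly and counted reads over the exons of each Ensembl gene with featureCounts in its strand-specific mode. The supplementary methods also describe a paired-end run without naming its libraries. Both STAR and TopHat2 are named for the alignment, and which of them made this table is not stated. The read counts carried no normalization and no filter on low counts. All 53801 genes of the table were named, and no entry without a gene name was present. Strand-specific counting keeps antisense and overlapping genes apart where they lie on opposite strands. Counting by aligned position can split the reads of near-identical copies, so values of pseudogenes are uncertain. Gene positions, biotypes, GC content and transcript sequences were taken from the GENCODE M21 annotation of GRCm38, which matched 53620 genes (99.66%).

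Genes with a sum of at least 10 counts over the embryos were tested with the quasi-likelihood test of edgeR (version 4.0.16, with R 4.3.3), with trimmed mean of M-values (TMM) factors and genotype as the single term. Tests were two-sided. The p-values were adjusted by the method of Benjamini and Hochberg over all genes tested, with 0.05 as the threshold, and a second count asked for a fold change of 2 or more besides. Standard errors of edgeR log2 fold changes were back-calculated from the same test. Each is the absolute log2 fold change divided by the square root of the F statistic. DESeq2 (version 1.42.0) was run at the settings of the study as an alternative. Adjusted p-values that DESeq2 withheld were left out of its counts. Levels are given as CPM, counts per 1e6 counts of the embryo's total, as mean ± SD over embryos.

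The distance between embryos was Euclidean over rlog values from DESeq2. The mean distance between genotypes minus that within genotypes was tested by an exact one-sided permutation test over the 10 splits of 6 embryos into 3 and 3, which cannot give a p under 0.1. Principal components used the 500 most variable genes.

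Gene lists were tested with camera from limma (version 3.58.1) on voom values, two-sided, with its preset correlation of 0.01, and each gene's edgeR p-value was adjusted over the list alone. The interferon-response list held the 26 genes that the study named as interferon-response genes lower in aged Bahd1-KO brains, of which 1 symbol was not matched and 1 further gene fell under the count minimum. The immune qPCR list held 6 genes the study measured by RT-qPCR in those brains, 4 of them shared with the first list. These genes were chosen on adult brains, not on the embryos. The BAHD1 partner list held 14 genes for proteins the study names as partners of BAHD1. Marker lists for blood, choroid plexus, meninges and connective tissue, skeletal muscle, cartilage and bone, skin, pituitary, dividing progenitors, neurons, glia and microglia were also written down. For each list, the median log2 level of an embryo against the mean of the other 5 was computed, scaled with TMM factors. Lists for lung, mature brain, liver, placenta, heart and RNAs without a poly(A) tail were drawn up only after the values had been seen.

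The groups, the tests, the first 14 gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. The rule named Bahd1, every gene past the adjusted threshold where these were 10 or fewer, list members past the threshold adjusted over the list alone, and Hdac1, Hdac2, Rcor1, Grin1, Ywhaz, Hprt and the genes that show sex. Other genes in the text were chosen after their values were seen.

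The alternatives covered the filter on low counts, the normalization factors, the test (DESeq2, voom with embryo quality weights, the edgeR likelihood ratio test), the adjusted threshold, a test against a fold change of 1.5, the replicate number as a block, a correction of each embryo for GC content by lowess with a span of 0.3, X and Y chromosome genes left out, each embryo left out in turn, and for lists an estimated correlation and the rotation test fry. Further alternatives were chosen after seeing the data. These were DESeq2, the GC correction or the replicate block with Bahd1-KO replicate 3 left out, and genes of ribosomal, mitochondrial and small non-coding RNA left out, together with Lars2. Pseudogene sequences were compared with annotated transcripts by BLAST 2.17.0.

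Library depth ranged from 61.7 to 91.8 in units of 1e6 counts. A gene with 3 counts or fewer was taken as at the floor, since a true level of 3 counts can give a count of 0. The floor lay between 0.0327 and 0.0486 CPM across embryos. Folds against a genotype whose embryos all lay at the floor are given as lower bounds. Shares of a single library carry 95% Wilson intervals. The reads had no molecular identifiers, so intervals and floors cover counting error only. No 2 replicates held identical columns, and every pair of the same genotype differed by more than sampling noise, with a chi-square per degree of freedom of 83.0 to 2771.

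The test was checked on simulated counts of 3 libraries per genotype, with 200 genes changed by known folds. These genes had at least 1 CPM on average, so genes of lower level were not covered. With the spread of all 6 embryos (biological coefficient of variation 0.549), it recovered 0% of genes at a fold of 2, 7.5% at a fold of 4 and 72.5% at a fold of 8, with 0, 1 and 5 false calls. Given the spread of the 5 embryos without Bahd1-KO replicate 3 (0.278), the recovered shares were 0.5%, 94.0% and 100%, with 0, 13 and 19 false calls. This setting still simulated 3 libraries per genotype, so it does not give the recovery of the fit to 5 embryos. With no gene changed, 0 and 3 genes were called. A simulated list of 26 genes changed by a fold of 2 gave a camera p of 2.4e-18, and an unchanged list gave 0.0682. Simulated genes varied independently, whereas the interferon-response list had an estimated correlation of 0.491 in all embryos. The simulation therefore cannot check the preset correlation of camera in these data.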

Results

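Polyadenylated RNA was sequenced from the whole brains of 3 Bahd1-KO and 3 Bahd1-WT mouse embryos at stage E16.5. The comparison asked whether the loss of BAHD1, a protein that helps to form repressive chromatin, changed gene expression before birth. The table held 53801 genes, of which 33751 had a count in at least 1 embryo. In units of 1e6 counts, the libraries held 61.7, 76.5 and 78.9 in Bahd1-KO replicates 1, 2 and 3, and 91.8, 81.6 and 91.3 in Bahd1-WT replicates 1, 2 and 3.

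Libraries differed in composition. Protein-coding genes took 92.4% and 93.7% of the counts in Bahd1-KO replicates 1 and 2, and 92.3%, 95.1% and 95.6% in the Bahd1-WT embryos. In Bahd1-KO replicate 3 they took 49.41% (95% Wilson interval 49.40 to 49.42%). Gm42418, a gene annotated over ribosomal RNA sequence, took 22.58% of the counts of this embryo (95% Wilson interval 22.57 to 22.58%), against 0.120 to 0.394% in the other 5. Both mitochondrial ribosomal RNA genes together took 22.09% (95% Wilson interval 22.08 to 22.10%), against 0.101 to 0.279%.

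Bahd1 itself was examined first, since it checks the genotypes. Bahd1 (ENSMUSG00000040007) lies on the forward strand of chromosome 2 from 118900377 to 118924528 (GRCm38). Its counts were 2, 10 and 6 in Bahd1-KO replicates 1, 2 and 3, and 1971, 3102 and 3470 in Bahd1-WT replicates 1, 2 and 3. The level was 0.0797 ± 0.0493 CPM in Bahd1-KO and 32.5 ± 9.55 in Bahd1-WT (SD, n = 3 each), so that Bahd1-KO embryos held 0.245% of the Bahd1-WT level. The log2 fold change was -8.40 (SE 0.606, adjusted p 0.0462, edgeR), and all 3 Bahd1-KO embryos lay below all Bahd1-WT embryos. Among the alternatives, voom with embryo quality weights moved this value most, to -8.97 (adjusted p 0.00082).

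Among 24739 genes tested, 1 gene passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and this gene was Bahd1. It also passed the threshold of a 2-fold change. At an unadjusted p under 0.05, 1156 genes differed, 1115 higher and 41 lower in Bahd1-KO, against 1237 expected by chance. For 1500 genes (6.06%) the values of both genotypes did not overlap, where chance gives 10%. The choice of test moved the number of called genes. DESeq2 called 8 genes, all changed by at least 2-fold, of which 5 were higher and 3 lower in Bahd1-KO. These were Bahd1 and Hoxb5 (protein-coding), Gm14089 (antisense), and the pseudogenes Uqcrh-ps2, Gm3555, Gm7984, Gm18541 and Gm43245. Bahd1 was the single gene shared by both tools. Bahd1-KO replicate 3 decided much of the spread. Without it, edgeR called 4 of 23334 genes, 2 higher and 2 lower, which were Bahd1, Gm14089, Uqcrh-ps2 and AC165274.1. DESeq2 without this embryo called 11 genes, 9 higher and 2 lower, of which 5 were also among its 8 calls in all embryos.

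The genes below were chosen after their values were seen. In edgeR on all embryos none of them passed the adjusted threshold (adjusted p 0.696 each). Gm14089 (ENSMUSG00000084802, chromosome 2, 118997068 to 119000684, forward strand) is annotated as antisense and lies 72.5 kb downstream of Bahd1. It had 55, 70 and 26 counts in the Bahd1-KO embryos and 3, 1 and 1 in the Bahd1-WT embryos, at least 19.4-fold higher. Uqcrh-ps2 (ENSMUSG00000081413, chromosome 2, 119008209 to 119008477, forward strand), a processed pseudogene 83.7 kb downstream of Bahd1, had 161, 183 and 51 counts in Bahd1-KO and 2, 1 and 7 in Bahd1-WT. Its log2 fold change was 5.70 (SE 0.818). Gm3555 (ENSMUSG00000089791, chromosome 1, 98457768 to 98459162) had 49, 36 and 35 counts in Bahd1-KO and 0, 1 and 1 in Bahd1-WT, at least 15.5-fold higher. Gm7984 (ENSMUSG00000049891, chromosome 8, 75398511 to 75399048) had 144, 219 and 83 counts in Bahd1-KO and 5, 12 and 3 in Bahd1-WT, with a log2 fold change of 4.84 (SE 0.691). For these 4 genes DESeq2 gave adjusted p-values of 1.8e-06, 9.1e-10, 2.3e-04 and 2.0e-11 in turn. In edgeR without Bahd1-KO replicate 3, the adjusted p was 0.0285 for Gm14089 and for Uqcrh-ps2, 0.0695 for Gm3555 and 0.0627 for Gm7984. Gm3555 and Gm7984 are processed pseudogenes as well, and reads of near-identical genes could have been split between the copies, so these values are uncertain.

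**Figure D1:**
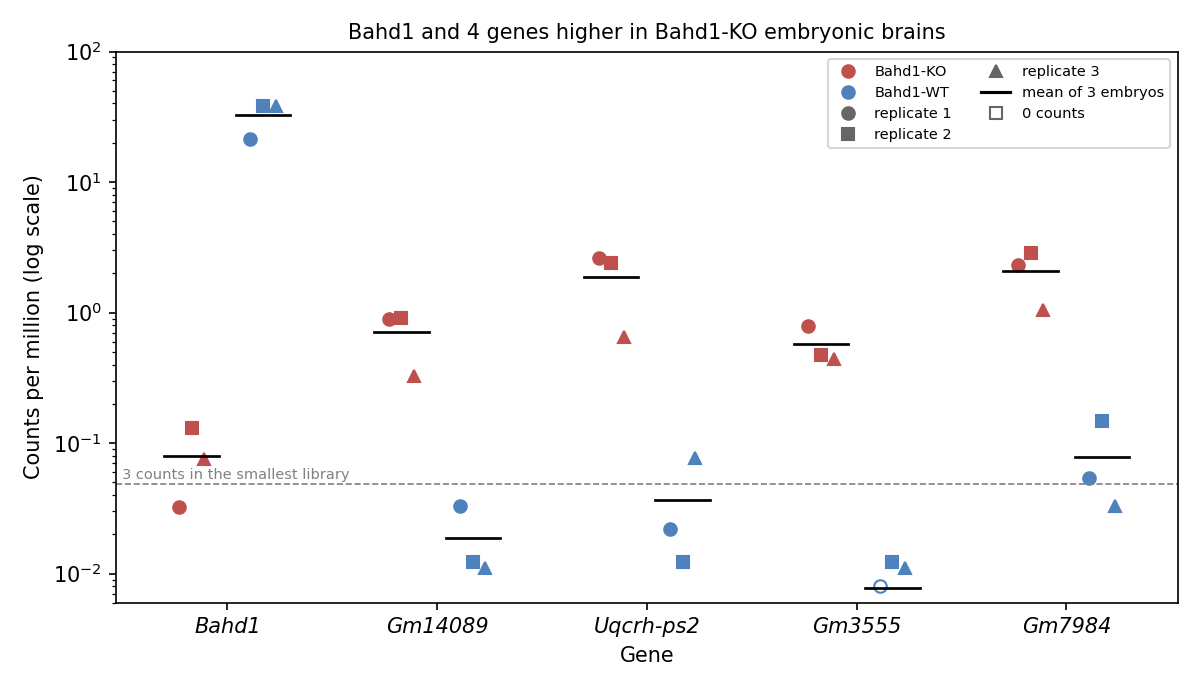
CPM (counts per 1e6 counts, log scale) of Bahd1 and 4 genes in each embryo. Points are embryos, black bars are means of 3 embryos, an open symbol marks 0 counts and the dashed line marks 3 counts in the smallest library. Bahd1 lay at 0.0797 CPM in Bahd1-KO against 32.5 in Bahd1-WT, and the 4 other genes were higher in each Bahd1-KO embryo than in any Bahd1-WT embryo.

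**Figure D2:**
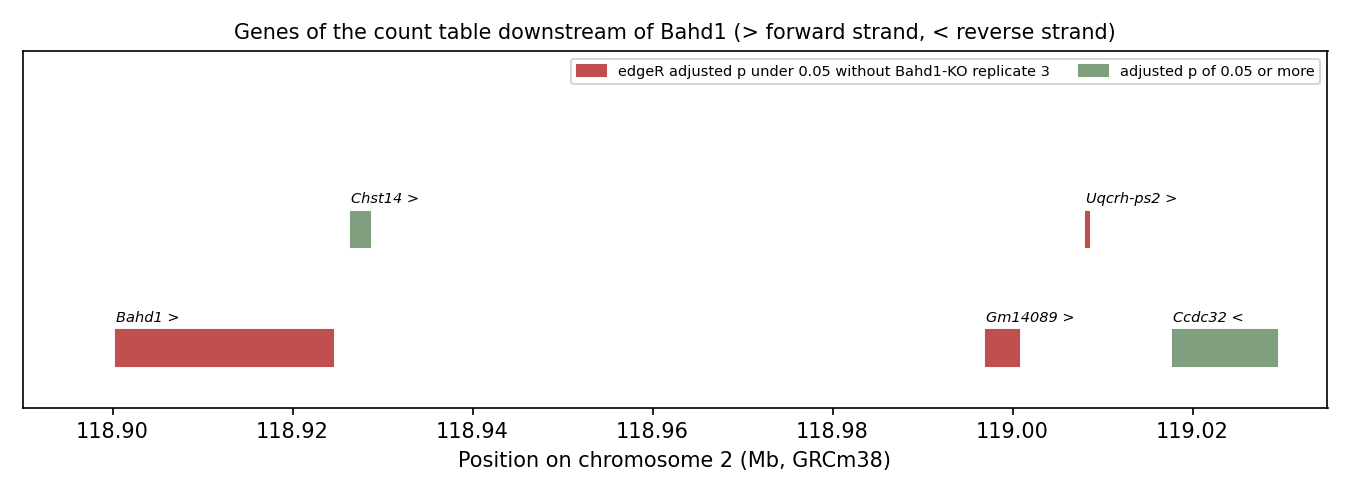
Map of chromosome 2 (position in Mb, GRCm38) with the genes of the count table from Bahd1 to Ccdc32. Gm14089 and Uqcrh-ps2 lie 72.5 and 83.7 kb downstream of Bahd1 on the same strand, with Chst14 between them and Bahd1.

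The remaining calls changed when Bahd1-KO replicate 3 was left out. AC165274.1 (chromosome 16, 9104803 to 9107770, reverse strand), a processed pseudogene, had 3, 4 and 53 counts in Bahd1-KO and 124, 166 and 195 in Bahd1-WT. Its log2 fold change was -2.27 (SE 1.15) in all embryos and -5.16 (adjusted p 0.0285, edgeR) without Bahd1-KO replicate 3. Hoxb5 had 1, 32 and 394 counts in Bahd1-KO and 2, 0 and 1 in Bahd1-WT. Gm43245 had 0 counts in each Bahd1-KO embryo and 173, 2 and 99 in Bahd1-WT. Gm18541 had 10, 4 and 4 counts in Bahd1-KO and 5, 539 and 663 in Bahd1-WT. After removal of Bahd1-KO replicate 3, DESeq2 no longer called Hoxb5, Gm43245 and Gm18541. It called AC165274.1, Rsad2, Nlrp5-ps, Vmn1r90, Rn7sk and Rny1 in their place. Rsad2 had 97, 110 and 337 counts in Bahd1-KO and 42, 37 and 40 in Bahd1-WT. Nlrp5-ps had 540, 399 and 772 in Bahd1-KO and 210, 226 and 207 in Bahd1-WT. In all embryos, CPM of both genotypes overlapped for Vmn1r90 but not for the others called in their place. In edgeR without Bahd1-KO replicate 3, the adjusted p was 0.981 for Rsad2 and for Nlrp5-ps.

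Whether genotype structured the whole transcriptome was tested on distances between embryos. The mean distance between genotypes was 95.6 and that within genotypes 94.2, a difference of 1.44. In the exact permutation test, 3 of the 10 splits gave a difference as large (one-sided p 0.3, where 0.1 is the smallest possible). The 500 most variable genes gave a difference of 1.80 (p 0.2, exact permutation test). With at least 10 counts asked of every embryo, the difference changed sign, to -0.23. Bahd1-KO replicate 3 lay at distances of 174 to 187 from the other embryos, while the other 5 lay 38.6 to 76.0 apart. The first principal component held 93.8% of the variance and separated Bahd1-KO replicate 3 from the rest. Without this embryo, the first component held 63.2% of the variance and set replicate 1 of both genotypes apart from the other 3 embryos, and the difference between and within genotypes was -1.51.

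**Figure D3:**
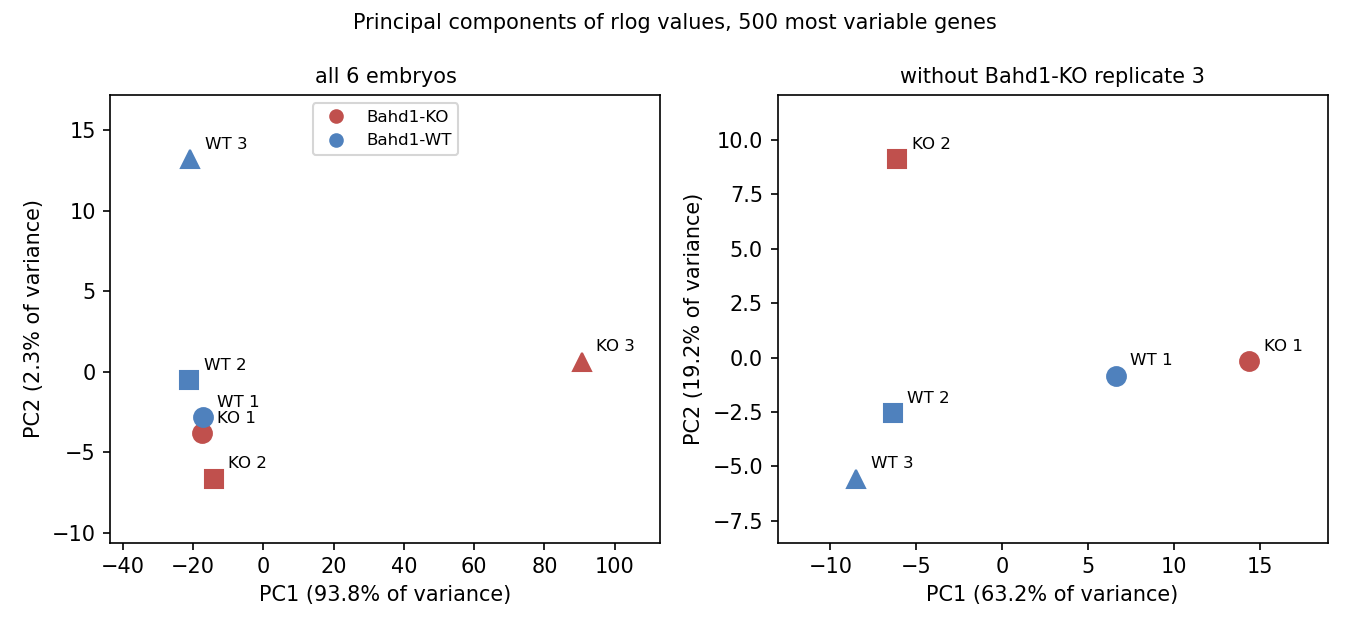
Principal components of rlog values of the 500 most variable genes, with all 6 embryos (left) and without Bahd1-KO replicate 3 (right). Each point is an embryo, and axes give the share of variance. Bahd1-KO replicate 3 lies alone on a first component that holds 93.8% of the variance.

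Interferon-response genes that were lower in aged Bahd1-KO brains were tested as a list. Of 24 genes tested, 23 were higher in Bahd1-KO embryos, and the median log2 fold change was 1.68 (1.46 with genes at the floor set to their bound). The camera test of limma gave p 4.1e-07 (1.2e-06 adjusted over the 3 lists). The call did not hold with an estimated correlation (p 0.184) or in fry (p 0.257). Adjusted over the list alone, 0 genes passed 0.05, with 11 at an unadjusted p under 0.05, and 0 passed over all genes tested. Bahd1-KO replicate 3 decided the size of this difference. It held the highest level of 18 of the 24 genes, and without it the median log2 fold change was 0.27, with 20 genes higher (camera p 1.1e-04, or 0.146 with an estimated correlation and 0.190 in fry).

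All 6 genes of the immune qPCR list were higher in Bahd1-KO, with a median log2 fold change of 1.09. In limma's camera the p was 0.00955 (0.0143 adjusted over the 3 lists), and the call did not hold with an estimated correlation (p 0.218) or in fry (p 0.238). Adjusted over the list alone, 2 genes passed 0.05 in edgeR, Lyz1 and Sftpa1 (both 0.0384), while 0 passed over all genes, where both had an adjusted p of 0.696. Lyz1 (chromosome 10, 117287797 to 117292868) had 2, 15 and 538 counts in Bahd1-KO and 3, 2 and 1 in Bahd1-WT, and Sftpa1 (chromosome 14, 41131782 to 41136452) had 5, 103 and 8507 in Bahd1-KO and 1, 2 and 6 in Bahd1-WT. Both differences were largest in Bahd1-KO replicate 3, and without it the log2 fold change fell from 10.66 to 4.34 for Sftpa1. For Lyz1 the Bahd1-WT embryos lay at the floor, and it was at least 63.8-fold higher with all embryos. Its fitted log2 fold change fell from 7.22 to 2.28 without Bahd1-KO replicate 3, and the floor leaves both values uncertain. Without this embryo the median of the list was 0.26 with 6 genes higher (camera p 0.00593, or 0.0773 with an estimated correlation and 0.103 in fry), and Sftpa1 passed over the list alone (0.0253), while Lyz1 did not (0.0927). What remained for Sftpa1 rested on Bahd1-KO replicate 2, which also held more counts of other lung genes (Sftpc 225, against 0 to 11 in the 4 embryos other than replicates 2 and 3 of Bahd1-KO).

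The list of BAHD1 partners asked whether transcripts of its complex moved with Bahd1. Of 14 genes, 5 were higher and 9 lower, with a median log2 fold change of -0.11 (camera p 0.181, limma). Adjusted over the list alone, 0 genes passed 0.05, and 0 had an unadjusted p under 0.05. With the GC correction the median was -0.23 and the camera p 0.0252, past the threshold. Without Bahd1-KO replicate 3 it was -0.06 (p 0.596).

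Further genes had been named in advance. Hdac1 was at 29.2 ± 3.50 CPM in Bahd1-KO and 29.1 ± 7.97 in Bahd1-WT, and Hdac2 at 412 ± 231 and 468 ± 77.7. Rcor1, which encodes a scaffold of another histone deacetylase complex, was at 54.5 ± 9.76 and 57.9 ± 3.98. Its log2 fold change with TMM factors was 0.13, opposite in direction to these CPM, which are scaled to total counts. Grin1, a gene of neurons, was at 41.9 ± 18 and 60.8 ± 17.3 (SD, n = 3 each). The reference genes of the study, Ywhaz and Hprt, were at 360 ± 146 and 47.1 ± 2.28 CPM in Bahd1-KO, against 475 ± 19.5 and 38.9 ± 8.77 in Bahd1-WT. Values of both genotypes overlapped for each of these genes except Ywhaz, which was lower in each Bahd1-KO embryo (log2 fold change -0.26). None of them was called by edgeR, and the adjusted p-values ranged from 0.696 to 0.937.

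Genes of the sex chromosomes showed all 6 embryos to be male. Xist had 15 to 53 counts, and Ddx3y, Eif2s3y, Kdm5d and Uty had 2401 to 8740 counts in every embryo.

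Marker lists were compared between embryos, since a dissection can carry other tissue. In Bahd1-KO replicate 3 the median log2 level against the other 5 embryos was 4.38 for skeletal muscle, 2.86 for cartilage and bone, 2.63 for meninges and connective tissue, 2.11 for skin, 1.94 for blood and 0.67 for microglia. In the same embryo it was -0.35 for choroid plexus, -0.72 for glia, -0.96 for neurons, -1.23 for pituitary and -1.42 for dividing progenitors. Among the lists drawn up after the values had been seen, the median in this embryo was 9.34 for lung, 7.27 for RNAs without a poly(A) tail, 4.82 for mature brain, 4.19 for heart, 2.01 for liver and -1.31 for placenta. In the other embryos, lists reached 6.28 for placenta in Bahd1-KO replicate 2 and 2.90 for liver in Bahd1-WT replicate 3.

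**Figure D4:**
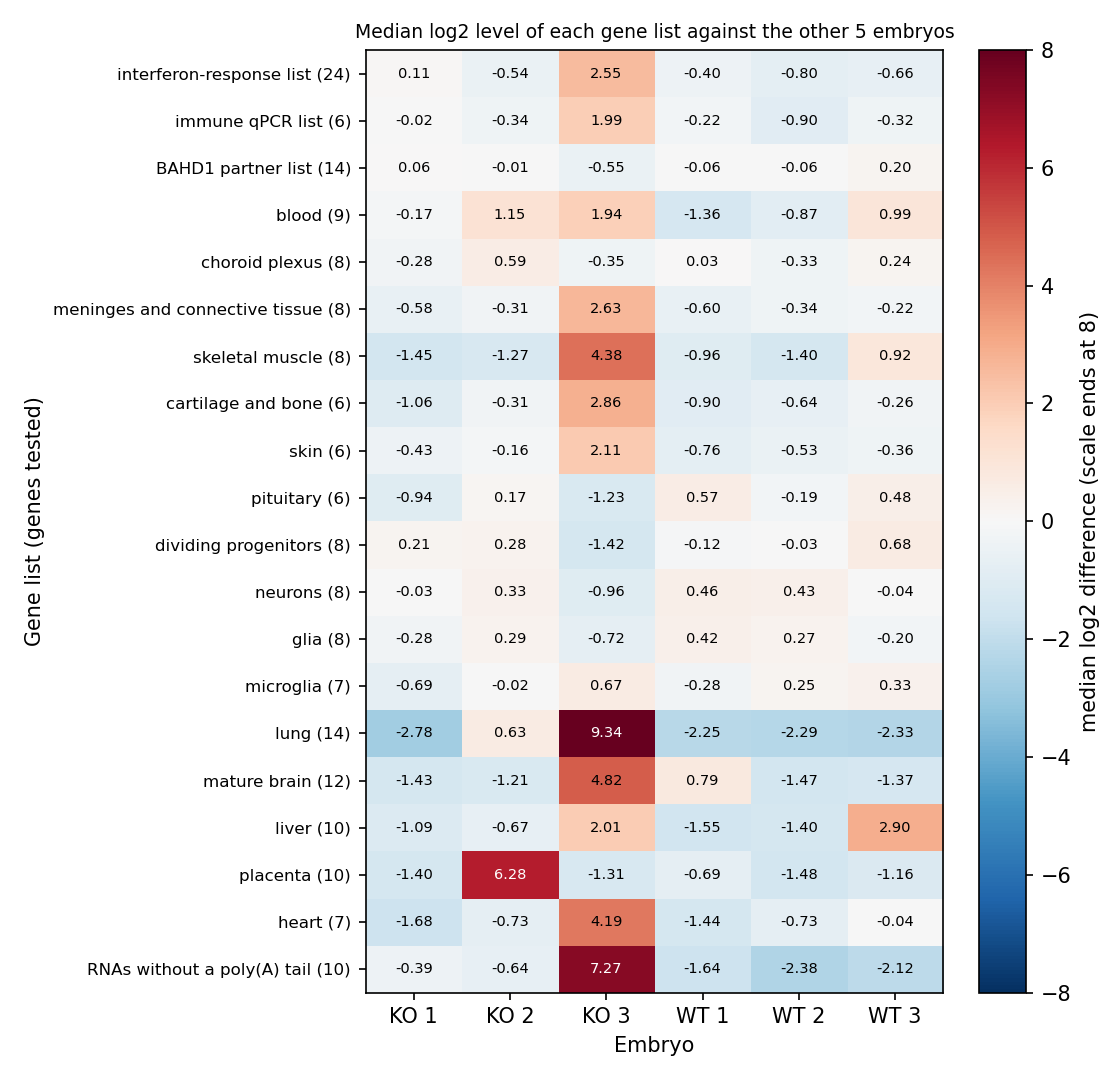
Median log2 level of each gene list (vertical axis, with the number of genes tested) in each embryo (horizontal axis) against the mean of the other 5. Colours run from blue (lower) to red (higher) and end at 8. Bahd1-KO replicate 3 stands out for lung (9.34), RNAs without a poly(A) tail (7.27) and mature brain (4.82), and Bahd1-KO replicate 2 for placenta (6.28).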

Values the study reported

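In embryonic brains at E16.5, the study reported that samples did not group by genotype. Besides Bahd1, 3 pseudogenes and 1 antisense gene passed its thresholds (adjusted p under 0.05 and a change of at least 2-fold). With 1 embryo left out as a possible outlier, the additions were 2 genes that encode proteins and 1 further pseudogene. In adult brains, which are not analysed here, the study reported 2525 changed transcripts, of which 92% were higher in Bahd1-KO. Among the genes lower in adult Bahd1-KO brains, 26 were interferon-response genes.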

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

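Of the alternatives, 4 were chosen after seeing the data: DESeq2, the GC correction and the replicate block with Bahd1-KO replicate 3 left out, and the removal of ribosomal, mitochondrial and small non-coding RNA genes. A sex covariate was not run, since all 6 embryos were male. In all, 21 results were recomputed in 395 comparisons. The choice of factors moved the median log2 fold change of all genes from 0.06 to 0.17 with upper-quartile factors and to -0.11 with total counts, and changes are read relative to this shift.

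The number of called genes was 1, with and without a 2-fold change, under no filter on counts, filterByExpr, DESeq2 size factors, upper-quartile factors, total counts, the GC correction, the removal of X and Y genes, and an adjusted threshold of 0.1. The test against a 1.5-fold change also gave 1. DESeq2 called 8 genes, voom with embryo quality weights 6, and the edgeR likelihood ratio test 6. Without Bahd1-KO replicate 3, DESeq2 called 11 genes and the GC correction gave 6. At least 10 counts in every embryo gave 0 (452 at an unadjusted p under 0.05) by construction, since this filter removes Bahd1 and leaves no value for it. Removal of ribosomal, mitochondrial and small RNA genes gave 0 as well (1055 at an unadjusted p under 0.05), and the cause was not tested. The fits that each left out one embryo gave 0 to 4 genes, with 4 in the fit without Bahd1-KO replicate 3 and 0 in the other 5 fits (154 to 4878 genes at an unadjusted p under 0.05). These fits have fewer embryos. Of the genes at an unadjusted p under 0.05, 96.5% were higher in Bahd1-KO, and 95.5 to 97.6% under the 3 other scalings. With voom and embryo quality weights 33.4% were higher. Leaving out one embryo gave 60.8% (without Bahd1-KO replicate 2) to 97.9% (without Bahd1-KO replicate 1), with 73.9% without Bahd1-KO replicate 3, and the cause was not tested.

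The Bahd1 log2 fold change kept its sign in all 18 alternatives that gave a value, from -8.97 to -7.87, with adjusted p-values from 1.4e-48 to 0.685. In the fits that each left out one embryo it ran from -8.78 to -8.01. It passed the threshold without Bahd1-KO replicate 3 (adjusted p 0.0158) and in none of the other 5 (0.107 to 0.685). The difference itself hardly moved, and these fits rest on 5 embryos.

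Equal replicate numbers were checked for pairing, because a replicate block assumes it. Deviations from the genotype mean correlated at 0.16, 0.24 and -0.10 between embryos of the same number, against -0.43 to 0.30 for different numbers. With Bahd1-KO replicate 3 left out, the correlation was 0.56 for replicates 1 and 0.28 for replicates 2, but 0.42 between Bahd1-KO replicate 2 and Bahd1-WT replicate 3. Both values for a Bahd1-WT embryo mirror each other when 2 Bahd1-KO embryos are left. The embryos numbered 1 thus deviated together, while the 3 numbers do not all pair the embryos. With the replicate block, edgeR called 0 genes (517 at an unadjusted p under 0.05, 68.1% of them higher), Bahd1 had a log2 fold change of -8.49 (adjusted p 0.229), and the share near Bahd1 was 1.25%, below the 2.09% elsewhere. With the replicate block and the GC correction, 0 genes were called (378 at an unadjusted p under 0.05), Bahd1 was at -7.90 (adjusted p 0.557), the partner list at -0.25 (p 0.0423, camera) and Grin1 at 0.23. The block leaves fewer degrees of freedom for the same embryos. With the replicate block and Bahd1-KO replicate 3 left out, 16 genes were called, 15 of them changed by at least 2-fold, and 26.4% of the 2171 genes at an unadjusted p under 0.05 were higher. Only 2 pairs carry this fit. Its calls hold Bahd1, Gm14089, Uqcrh-ps2, Gm3555, Gm7984 and AC165274.1, and also Sftpc and Prl8a9 of the lung and placenta lists and Rn7sk and Gm42418, which are RNAs without a poly(A) tail.

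The interferon-response list kept a positive median in all 22 alternatives. Its call was lost with an estimated correlation (1.68, camera p 0.184) and in fry (1.68, p 0.257), which do not assume nearly independent genes. Leaving out one embryo gave medians from 0.27, without Bahd1-KO replicate 3, to 2.1. The immune qPCR list also stayed positive. Its call was lost with the GC correction (0.81, camera p 0.0963), an estimated correlation (1.09, camera p 0.218) and fry (1.09, p 0.238). It was also lost with members of at least 10 counts in every embryo (0.77, camera p 0.0813, 4 genes). With that filter on all genes, the call on the same 4 genes held (0.84, camera p 0.0362). Leaving out one embryo gave 0.26, without Bahd1-KO replicate 3, to 1.42. The partner list passed the threshold with the GC correction (-0.23, camera p 0.0252) and ran from -0.33 to -0.06 when one embryo was left out. For the changes with the GC correction the cause was not tested.

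In the window of 10 Mb around Bahd1, 5.42% of 240 genes had an unadjusted p under 0.05, against 4.66% elsewhere. The direction was reversed at 5 Mb (4.03% against 4.67%), at 20 Mb (4.66% against 4.67%), on the whole chromosome (4.28% against 4.70%) and with DESeq2 (4.39% against 5.28%). At an unadjusted p under 0.01, 2 genes made up 0.833% near Bahd1, against 0.118% elsewhere (p 0.0362, Fisher's exact test). These were Gm14089 and Uqcrh-ps2. The test counts these 2 neighbouring genes as independent, so it lends no support to linked sequence. At an unadjusted p under 0.05, leaving out one embryo gave shares of 0.844 to 17% near Bahd1. The highest share, without Bahd1-KO replicate 2, lay below the 20.2% elsewhere. The cause was not tested.

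The difference between and within genotypes in distance, 1.44, changed to -0.23 with at least 10 counts in every embryo, where fewer genes are used. It kept its sign in the other 6 alternatives on all embryos. Leaving out one embryo gave -23.2 to 39.7. It was negative without each Bahd1-WT embryo and without Bahd1-KO replicate 3 (-1.51), and positive without either other Bahd1-KO embryo. Leaving out an embryo changes the group sizes and so the share of within-genotype pairs that hold Bahd1-KO replicate 3.

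For the other genes named, 212 of 237 comparisons kept direction and side of the threshold, 16 passed the threshold and 9 changed sign. Those past the threshold were Gm14089 and Uqcrh-ps2 under 4 alternatives each, Gm3555 and Gm7984 under 3 and AC165274.1 under 2. The sign changed for Hdac2 with upper-quartile factors (0.0032) and voom with quality weights (0.31), for Rcor1 with total counts (-0.087), for Hdac1 with voom and quality weights (-0.034) and for Grin1 with the GC correction (0.25). Without Bahd1-KO replicate 3 it changed for Hdac1 (-0.079), Hdac2 (0.19) and Rcor1 (-0.0022). Leaving out one embryo gave -0.079 to 0.48 for Hdac1, -0.39 to 0.19 for Hdac2 and -0.0022 to 0.23 for Rcor1. None of these 4 genes was called in any alternative, and the cause was not tested.

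Depth limits what can be said of genes near 3 counts, such as Gm14089 and Gm3555 in Bahd1-WT, for which lower bounds are given. With 3 embryos per genotype and the spread of all 6, simulated 2-fold changes in genes of at least 1 CPM were not recovered (0%). Recovery was 7.5% at a fold of 4 and 72.5% at a fold of 8. Changes of 2-fold or less are thus left open, and in part larger ones as well.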

Other observations

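Some tests below were written down before their results were seen. These covered other splits for the number of called genes, linked sequence for all genes near Bahd1, and sex. They also covered depth and GC content of one embryo, and other tissue in it by the marker lists fixed in advance. All other tests below were chosen after, among them those with the lung and mature brain lists.

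Other splits of the 6 embryos into 3 and 3 were counted, the real one included. As many called genes came from 1 of the 10 splits, with and without a 2-fold change, which was the genotype split. As far a median came from 2 of the 10 splits for the interferon-response list, from 3 for the immune qPCR list and from 4 for the partner list, and as large a share near Bahd1 from 5. With 10 splits the share cannot fall under 0.1, so these counts leave open whether the results differ from chance. Bahd1-KO replicate 3 is in one group of every split. In the split of Bahd1-KO replicates 1 and 3 with Bahd1-WT replicate 1 against the rest, 5056 genes had an unadjusted p under 0.05, and 0 were called. Unequal sex is argued against, since all embryos were male and the lowest adjusted p of the 5 sex genes was 0.696 (edgeR).

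Bahd1-KO replicate 3 lay 3.40 times as far from the other embryos as these lay from each other on rlog values, and 2.78 times on log2 CPM. On the latter scale the ratio was 2.77 with all embryos thinned to the depth of the smallest library, 3.13 after the GC correction, and 2.78 without genes of ribosomal, mitochondrial and small non-coding RNA, which took 49.8% of the counts of this embryo and 3.12 to 6.28% of the others. These values argue against depth, GC content and RNA without a poly(A) tail as the whole cause. Bahd1 stood at 0.234% of the Bahd1-WT mean, which argues against a mislabelled genotype and limits RNA from any tissue that transcribes Bahd1. It sets no limit on RNA from tissue of Bahd1-KO genotype, of this embryo or of another animal.

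Other tissue in this library is a candidate explanation. The lung list had a median log2 level of 9.34 against the other embryos, and 13 of 14 genes were highest in this embryo by CPM, among them Sftpc with 44670 counts and Cldn18 with 30427. The exception, Scgb1a1, had 511 counts in Bahd1-KO replicate 2 and 352 in this embryo, and with TMM factors it was highest in this embryo too. The list summed to 2025 CPM, against 1.56 to 18.2 in the others, where 2 of its 14 genes exceeded 1 CPM on average. One of its genes, Sftpa1, is also in the immune qPCR list. The mature brain list had a median of 4.82 and all 12 genes were highest, with Mobp at 16319 counts against 17 to 1573. The other embryos express 8 of these 12 genes above 1 CPM, and 1 gene is shared with the glia list. These lists were drawn up from the values of this embryo, so both remain hypotheses. Other tissue added to an otherwise intact embryonic brain is argued against. Of 1970 genes abundant in the other embryos, 35 fell under 10% of their level, and 16 under 5%, whereas no other embryo had any such gene. Dcx had 1778 counts against 188324 to 318227, and Draxin was at 1.01% of the level of the others. A brain older than E16.5 together with lung RNA may account for both patterns. Lists for skeletal muscle, heart, blood and connective tissue rose in their medians as well. Of these, the other embryos express 3 of 8, 1 of 7, 8 of 9 and 8 of 8 genes above 1 CPM. The blood list summed to 296 CPM in Bahd1-KO replicate 3, within the 139 to 658 CPM of the other embryos. Of its 9 genes, 5 were highest in Bahd1-KO replicate 3. Lung may thus not have been the sole other tissue. When other tissue entered, and whether age or genotype had a part, was not tested.

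The higher interferon-response list in Bahd1-KO may come from this embryo. Without it the median fell from 1.68 to 0.27, and 18 of the 24 genes were highest in it. The other embryos express 8 of the 25 genes of this list in the table above 1 CPM, and 6 of the 25 are in another list. For the immune qPCR list these numbers are 2 and 5 of 6. What remains, 0.27, had the opposite direction to the one the genes were picked for in aged brains, and an effect of genotype on it stays open.

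Among all genes with an unadjusted p under 0.05, 13 of 240 near Bahd1 gave no excess (p 0.538, Fisher's exact test). Of the 7 genes that DESeq2 called besides Bahd1, 2 lay within 10 Mb of it, against 209 of 21574 other genes. These were Gm14089 and Uqcrh-ps2, both under 0.1 Mb away. Fisher's exact test gave p 0.00193, but it was run after their position had been seen and counts 2 neighbouring genes as independent, so it lends no support to linked sequence. For these 2 genes, sequence linked to the knockout allele cannot be told apart from an effect of the changed Bahd1 locus itself on its neighbours, or from a coincidence of position, since every Bahd1-KO embryo carries the allele and the reads were not analysed here. Unspliced transcription from Bahd1 through both genes is argued against, because Chst14, which lies between on the same strand, had a log2 fold change of -0.27, and -0.95 without Bahd1-KO replicate 3. Uqcrh-ps2, Gm3555 and Gm7984 are 94.8, 98.6 and 98.3% identical to Uqcrh, Stk38l and Naa20. The largest log2 fold change of these 3 parent genes was 0.35, for Stk38l, which argues against reads of a parent that itself rose. Sequence variants of the knockout line that place reads of a parent on the copy would concern these 3 pseudogenes. They cannot be told apart from transcription of the copies, since the reads were not analysed here.

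Some genes were present in some embryos and absent in others. With at least 50 counts in some of the 5 embryos without Bahd1-KO replicate 3 and at most 3 in the rest, 30 genes were found, of which 7 (23.3%) were pseudogenes, against 1.49% of the 15972 other genes with at least 50 counts (p 2.7e-07, Fisher's exact test). Of the 30 genes, 15 were present in Bahd1-KO replicate 2 alone, among them genes of the Prl, Psg and Ceacam families and 1 of the pseudogenes, Psg-ps1, and these go with the placenta list in that embryo. Of the 15 others, 6 (40%) were pseudogenes (p 5.3e-08, Fisher's exact test), and 5 were protein-coding genes absent in Bahd1-KO replicate 1 alone. For 1 gene, Gm14089, presence followed genotype. For the 6 pseudogenes, variants that segregate in the colony and affect copies of other genes are a candidate explanation, and may also underlie pseudogenes called for genotype with 3 embryos each.

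Further lists stood out in single embryos. In Bahd1-KO replicate 2 the placenta list summed to 21.9 CPM, with all 10 genes highest in this embryo, against 0.0253 in Bahd1-KO replicate 3, and none of the 10 exceeded 1 CPM on average in the 5 embryos other than the latter. In Bahd1-WT replicate 3 the liver list summed to 44 CPM, against 8.16 in Bahd1-KO replicate 3, and 4 of its 10 genes exceeded that level. Reads carried over from the library of Bahd1-KO replicate 3 are thus argued against for both lists. Lung genes were not confined to Bahd1-KO replicate 3. In Bahd1-KO replicate 2 the lung list summed to 18.2 CPM, against 1.56 to 3.40 in the other 4, and without Bahd1-KO replicate 3, 12 of the 14 genes were higher in Bahd1-KO. Carry-over from the library of Bahd1-KO replicate 3 is argued against as the whole source here too. Among 12 lung genes abundant in Bahd1-KO replicate 3, the share found in Bahd1-KO replicate 2 ran from 0.101% for Scgb3a2 to 5.47% for Cyp2f2, and the lowest share gives 11.3% of the sum. Sftpa1, the gene of the immune qPCR list that passed over the list without Bahd1-KO replicate 3, goes with these lung genes. Mature brain genes stood in Bahd1-WT replicate 1 at 26.2% of their sum in Bahd1-KO replicate 3, against 13.7 to 19.2% in the other 4 embryos. Its excess over these 4 was 11.1% of that of Bahd1-KO replicate 3. Lung genes stood at 0.0872%, within the 0.0768 to 0.899% of the other 4, which argues against carry-over from Bahd1-KO replicate 3 there too. Carry-over from the adult brain libraries of the study, which are not analysed here, was not tested. The source of these transcripts was not tested further, and no biological explanation was tested.

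Among the 5 embryos without Bahd1-KO replicate 3, replicate 1 of both genotypes differed from the other 3. For this split 4537 genes were called, and 184 after the GC correction, whereas the genotype split gave 4 and 6, and the remaining 8 splits 0 to 1 before and at most 1 after correction. Of the 10 splits of these embryos, 2 gave as many genes as genotype. The deviation of each embryo from the others correlated with GC content across genes at -0.76 and -0.63 in replicate 1 of Bahd1-KO and Bahd1-WT, and at 0.48, 0.67 and 0.61 in Bahd1-KO replicate 2 and Bahd1-WT replicates 2 and 3. A GC content bias between libraries may therefore make up the larger part of this split. The labels name no batch, and what remains after the correction stays open.

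RNAs without a poly(A) tail were also higher in the other Bahd1-KO embryos. Their list summed to 5724 and 6157 CPM in Bahd1-KO replicates 1 and 2, against 2496 to 3806 in Bahd1-WT, and 10 of 10 genes were higher in Bahd1-KO without replicate 3. Rn7sk and Rny1, which DESeq2 called without that embryo, are 2 of these genes, and the other 8 were all higher, with a median log2 fold change of 1.23. More RNA without a poly(A) tail left in the Bahd1-KO libraries is a candidate explanation for these 2 calls, and an effect of genotype stays open, as untested. Of the 10 genes, 4 exceeded 1 CPM in the other embryos, and the list was drawn up from the values of Bahd1-KO replicate 3.

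In edgeR 0 pseudogenes and 0 antisense genes were called in all embryos, with 1156 genes at an unadjusted p under 0.05. These counts are lower than those the study reported. DESeq2 called 5 pseudogenes, 1 antisense gene and, besides Bahd1, the protein-coding gene Hoxb5 in all embryos. The pseudogene count is higher than that reported. The study reported no protein-coding gene besides Bahd1 with all embryos. Without Bahd1-KO replicate 3, DESeq2 added 2 pseudogenes, 2 protein-coding genes and 2 other genes, Rn7sk and Rny1, to its calls. The number of pseudogenes added is higher than reported, and that of protein-coding genes agrees.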
